A study of Homo sapiens with 21 samples.

How the data were processed

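The series holds poly(A) RNA sequencing of 293T cells, a human embryonic kidney cell line. Per the labels' protocols, the cells were reverse transfected with an empty vector or with a plasmid encoding a CIC fusion protein, 300000 cells were used per condition, and RNA was taken about 48 hours later. CIC (Capicua) is a transcriptional repressor, and the constructs join it to part of DUX4, NUTM1 or LEUTX. The 21 libraries fall into 7 groups of 3 replicates: empty vector, CIC::DUX4, CIC::NUTM1 joining CIC exon 20 to NUTM1 exon 6 (ex20-ex6), a dTAD variant and an E mutant of that construct, CIC::NUTM1 joining CIC exon 18 to NUTM1 exon 3 (ex18-ex3), and CIC::LEUTX. The labels do not spell out what the dTAD variant and the E mutant change, and both names are used here as given. Groups and replicate numbers were taken from the sample titles. All 21 columns of each table were matched to a sample by the library name in the labels.

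The authors deposited a table of raw counts per Ensembl gene identifier, as whole numbers with a different total in each library. Per the labels' protocols, libraries were made from poly(A)-enriched RNA with a directional kit. The labels and file headers do not state the aligner, the counting program, the genome build, the annotation or whether the counting used strand, so no coordinates are given, and overlapping and antisense genes and near-identical paralogs are uncertain. The authors also deposited a table of log2 CPM. It was recomputed here from the counts as edgeR's log2 CPM with a prior count of 2, after edgeR's expression filter and with TMM factors. For the 16575 of its 16703 genes that were matched by symbol, 0 values differed by more than 0.0000000001. This table was used only for the limma-trend alternative.

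Gene symbols came from a table of Ensembl identifiers and symbols, in which 62621 of the 62699 identifiers were found. CIC, DUX4, NUTM1 and LEUTX themselves were not analysed here, so the amount of construct RNA per library was not compared.

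Genes were kept by edgeR's filterByExpr with the group as design (minimum count 10, minimum total count 15), which left 19024 genes holding at least 99.8% of the counts of each library. Counts were scaled with TMM factors, and all 21 libraries were fitted in 1 model with a coefficient per group and no block, leaving 14 residual degrees of freedom. Each comparison used edgeR's quasi-likelihood test (robust fit) with Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p under 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. The common dispersion was 0.00403, a biological coefficient of variation of 6.35%. CPM values in the text, counts scaled to library total and TMM factor, are given as mean ± SD over 3 replicates. The 11 comparisons were each of the 6 constructs with empty vector, and 5 direct ones: the dTAD variant, the E mutant and ex18-ex3 with CIC::NUTM1 (ex20-ex6), and CIC::NUTM1 (ex20-ex6) and CIC::LEUTX with CIC::DUX4.

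Total counts ran from 15346865 to 23201630. A count of 0 allows up to 3 counts at 95% confidence, which is 0.195 CPM in the smallest library. Where all 3 libraries of a group had 3 counts or fewer for a gene, its fold change is given only as a lower bound. The bound is the mean CPM of the other group divided by a floor, the CPM of 3 counts. The floor was taken from the compared library, of either group, where it was highest. It therefore differed between comparisons, and bounds from different comparisons do not rank the constructs. Such floors cover counting error only, since the reads carried no stated molecular identifiers. Over the 21 pairs of replicates within groups, a chi-square test of the counts gave 2.89 to 18.8 per degree of freedom, so every pair differed by more than counting noise and none was treated as 1 library.

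The genes named in each comparison with empty vector were the 3 with the largest increase and the 2 with the largest decrease in log2 fold change. In each direct comparison they were the 2 with the largest increase and the 2 with the largest decrease. They were drawn from called genes with a mean log2 CPM of at least 1, a symbol and no overlap between the log2 CPM of the groups. The members of 2 lists written from general knowledge were named as well. The CIC target list held 18 genes repressed by CIC or raised by CIC fusions: ETV1, ETV4, ETV5, DUSP4, DUSP5, DUSP6, SPRY2, SPRY4, SPRED1, SPRED2, SHC3, SHC4, PHLDA1, VGF, CCND1, CCND2, CCNE1 and MUC5AC. It was tested as a set with fry (limma), adjusted over the 11 comparisons, with camera as an alternative. The DUX4 homeodomain target list held 11 genes that full-length DUX4 raises: ZSCAN4, PRAMEF1, PRAMEF2, TRIM43, MBD3L2, KHDC1L, TRIM48, DUXA, KDM4E, KLF17 and RFPL2. A list of 25 p53 target genes and a list of 16 heat-shock genes were written later, after CDKN1A, TP53I3, EDA2R, DDB2, SPATA18 and HSPA6 had been seen to change, and these were kept out of the tests.

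Alternatives changed 1 choice at a time: DESeq2's size factors, library size only, no filter on low counts, a stricter filter (CPM of at least 1 in at least 3 libraries), DESeq2's Wald test, limma-trend on the deposited log2 CPM, a fit of only the libraries compared, the CIC list without the ETV, DUSP, SPRY and SPRED families, an adjusted p under 0.01, a log2 fold change of at least 1 in size, each replicate left out, and the replicate number as a block. Per the labels' protocols, replicates were transfected on separate days, so the replicate number was read as marking the day. The labels do not say that all conditions of a number shared a day. After group means were removed, the 63 pairs of libraries with the same number in different groups had a mean correlation across genes of 0.102. Of the 63 pairs, 27 were over 0.1 and 7 were under -0.1.

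The tests were checked on simulated counts drawn from the real means, library sizes and dispersions of the 19024 genes, with 200 genes changed. In the first draw edgeR recovered 127 of them (63.5%), including 71 of the 100 changed 2-fold, with 12 false calls (8.63% of its calls). Because that share exceeded the threshold, 10 further draws were made after it had been seen; these recovered 64.4% on average, with a mean false share of 4.71% (2.31% to 7.91%). In the first draw DESeq2 recovered 129 with 17 false calls and limma-trend 128 with 10. The fry p-value was 1.16e-15 for 18 raised genes and 0.703 for 18 unchanged genes. Because comparisons with empty vector share control libraries, 10 sets of unchanged groups were simulated to give the values that arise with no effect. All 21 libraries, controls included, were redrawn from the empty-vector means with the real library sizes and dispersions. In 10 other sets the CIC::DUX4 libraries were redrawn from their own means. Differences tied to the replicate number were not simulated. For the tests of a reduced level of activity, 20 sets of the 21 libraries were redrawn with each variant placed between empty vector and its reference at the median ratio of excess, and the genes were selected and tested again. GENCODE v29 transcripts were used only for the GC content and length of genes.

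The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.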

Results

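Transcript levels were measured by poly(A) RNA sequencing in 293T cells 48 hours after transfection with an empty vector or with 1 of 6 constructs encoding a CIC fusion protein. 293T is a human embryonic kidney cell line that takes up plasmids readily. The comparisons with empty vector asked which transcripts each fusion changed. The direct comparisons asked how the dTAD variant, the E mutant and the ex18-ex3 fusion differed from CIC::NUTM1 (ex20-ex6), here called the parent construct, and how the parent and CIC::LEUTX differed from CIC::DUX4. Each of the 7 groups had 3 replicates.

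The 21 libraries held 15346865 to 23201630 counts. Mean totals were 18743564 for empty vector, 18503922 for CIC::DUX4, 18919954 for the parent, 19157574 for the dTAD variant, 18219222 for the E mutant, 17625255 for ex18-ex3 and 17422525 for CIC::LEUTX. Levels are given as CPM, the deposited raw counts scaled to library total and TMM factor. Coordinates are not given because the genome build is not stated. Bounds that rest on a count of 0 cover counting error only. The most abundant transcript, EEF1A1, took 0.590% to 0.782% of the counts of a library, and the 10 most abundant took 3.20% to 4.33%. Mitochondrially encoded transcripts took 0.932% to 3.33%. The smallest correlation between replicates, across genes, was 0.986. The first principal component held 34.3% of the variance and the second 14.7%.

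All 6 constructs changed the levels of many of the 19024 genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). CIC::DUX4 changed 4730 genes, of which 2922 were higher and 1808 lower than with empty vector. The parent construct changed 8771 genes, 4839 higher and 3932 lower. The dTAD variant changed 5680 genes (3508 higher, 2172 lower) and the E mutant 6431 (3815 higher, 2616 lower). The ex18-ex3 fusion changed 6841 genes (4139 higher, 2702 lower) and CIC::LEUTX 5240 (3027 higher, 2213 lower). Most of these changes were small, with a median size of 0.37 to 0.48 on the log2 scale. At least 2-fold increases were found for 1327 genes with CIC::DUX4, 2108 with the parent, 658 with the dTAD variant, 1008 with the E mutant, 1347 with ex18-ex3 and 518 with CIC::LEUTX. At least 2-fold decreases were found for 99, 259, 159, 275, 200 and 199 genes. Requiring a change of at least 2-fold was the alternative that moved the counts of called genes most, to 1426 for CIC::DUX4.

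The balance of higher and lower calls depended on the scaling. With TMM factors 61.8%, 55.2%, 61.8%, 59.3%, 60.5% and 57.8% of the called genes were higher, in the order CIC::DUX4, parent, dTAD variant, E mutant, ex18-ex3 and CIC::LEUTX. With library size alone the shares were 46.9%, 39.0%, 44.8%, 39.1%, 37.6% and 42.0%. That scaling moved the median gene by -0.11 on the log2 scale for the parent and by -0.12 for ex18-ex3, and by less than 0.1 for the other 4 constructs. The fold changes given here are relative to the TMM scaling.

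**Figure D1:**
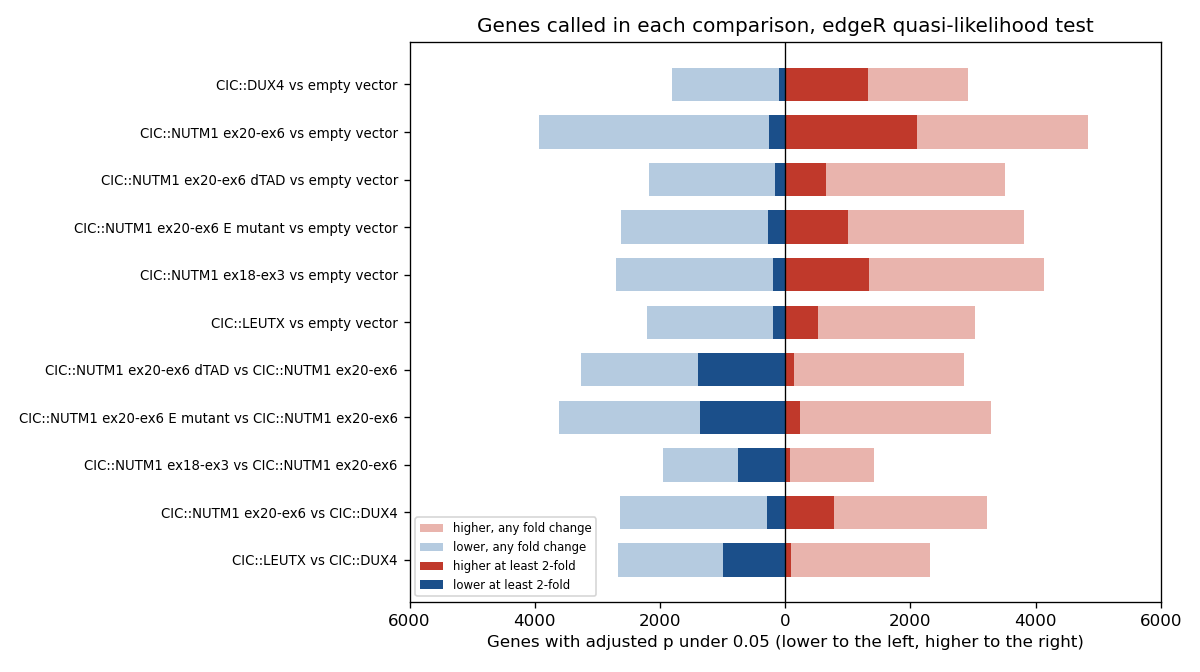
Number of genes called in each of the 11 comparisons by edgeR's quasi-likelihood test (adjusted p under 0.05), with genes higher in the group named first to the right, genes lower to the left, and changes of at least 2-fold in the dark part of each bar. Among the comparisons with empty vector, the parent construct had the most called genes, 8771.

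SPRY4 (ENSG00000187678) had 0 counts in all 3 empty-vector libraries and was among the 3 most raised genes with each of the 6 constructs. It reached 69.8 ± 2.87 CPM (SD, n = 3) with CIC::DUX4, at least 379-fold higher than with empty vector. It reached 159 ± 10.7 CPM (SD, n = 3) with the parent, at least 918-fold higher, and 7.89 ± 0.813 CPM (SD, n = 3) with the dTAD variant, at least 45.4-fold higher. With the E mutant, ex18-ex3 and CIC::LEUTX it was at least 299.5-fold, 175-fold and 132-fold higher. SMIM24 (ENSG00000095932) also had 0 counts with empty vector. It was at least 242-fold higher with CIC::DUX4, 375-fold with the parent and 16.2-fold with the dTAD variant. With the E mutant, ex18-ex3 and CIC::LEUTX it was at least 342-fold, 87.3-fold and 14.7-fold higher. The floor behind these bounds differed between comparisons, so they do not rank the constructs. SMIM24 was at 65.2 ± 3.65 CPM with the parent and 67.6 ± 5.91 with the E mutant (SD, n = 3). NFILZ (ENSG00000268480) was at least 218-fold higher with CIC::DUX4 and 323-fold with the E mutant. KRT20 (ENSG00000171431) was at least 347-fold higher with the parent and 22.0-fold with ex18-ex3. ABCB11 (ENSG00000073734) was at least 5.91-fold higher with the dTAD variant, at 1.03 ± 0.676 CPM (SD, n = 3). With CIC::LEUTX, ETV4 (ENSG00000175832) was at 76.7 ± 3.15 CPM against 0.283 ± 0.0992 with empty vector (SD, n = 3), a log2 fold change of 8.02 ± 0.18 (SE; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 2.24e-19).

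The largest decreases were smaller than the largest increases. CYP4F3 (ENSG00000186529) fell from 0.727 ± 0.181 CPM with empty vector to 0.0810 ± 0.140 with CIC::DUX4 and 0.104 ± 0.127 with the E mutant (SD, n = 3), with adjusted p of 0.00143 and 0.00346 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are low counts, at most 16 in a library, and CYP4F3 has close paralogs. DHRS2 (ENSG00000100867) fell by 2.08 on the log2 scale with CIC::DUX4. ZNF467 (ENSG00000181444) and ADM2 (ENSG00000128165) fell by 2.10 and 1.73 with the parent, and COL5A3 (ENSG00000080573) and CYP1A1 (ENSG00000140465) fell by 2.90 and 2.30 with the dTAD variant. OVGP1 (ENSG00000085465) fell by 2.55 with the E mutant and fell by 2.26 with CIC::LEUTX, from 17.7 ± 0.988 CPM (SD, n = 3). INPP5D (ENSG00000168918) and TRIM46 (ENSG00000163462) fell by 2.60 and 2.09 with ex18-ex3. IRS3P (ENSG00000184414) fell by 2.72 with CIC::LEUTX; it is a pseudogene, and its counts are uncertain. Apart from CYP4F3, adjusted p-values of these decreases ran from 2.12e-19 to 2.18e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

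All 18 genes of the CIC target list passed the expression filter. Their median log2 fold change against empty vector was 4.002 with CIC::DUX4, 4.73 with the parent, 1.65 with the dTAD variant, 4.25 with the E mutant, 3.13 with ex18-ex3 and 2.66 with CIC::LEUTX. With SPRY4 and MUC5AC, which were at the floor with empty vector, set at their lower bound, the medians were 4.002, 4.73, 1.60, 4.25, 3.11 and 2.17. Adjusted p-values from limma's fry were 1.78e-16, 6.37e-17, 6.40e-12, 3.78e-16, 6.58e-15 and 6.58e-15 in that order. For 4 of the 6 constructs the alternative that moved the median most was to test only the members outside the ETV, DUSP, SPRY and SPRED families, which gave 1.05 with the dTAD variant and 2.15 with CIC::LEUTX. In 10 sets of simulated unchanged groups the largest list median was 0.10 in size. Called higher were 17, 18, 14, 17, 15 and 16 of the 18 genes, and adjusted over the list alone the counts were 17, 18, 14, 17, 15 and 17. CCND2 was the only list gene called lower than empty vector, with ex18-ex3, by -0.24 ± 0.07 (SE; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00960), and this call was lost when ex18-ex3 replicate 1 was left out (adjusted p = 0.110; 7.72e-05 to 0.110 over the alternatives).

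**Figure D2:**
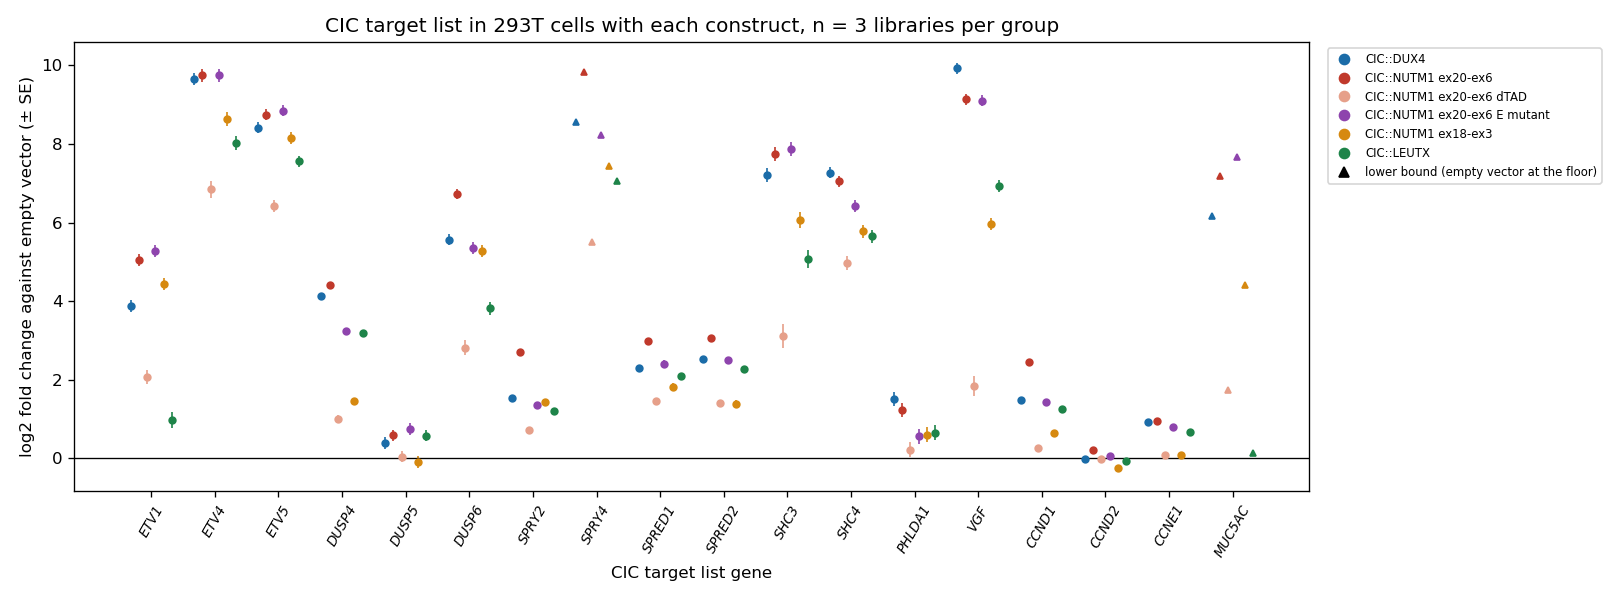
Log2 fold change against empty vector, on the vertical axis, of the 18 genes of the CIC target list with each of the 6 constructs; points show the fitted value with its standard error from 3 libraries per group, and triangles show the lower bound for SPRY4 and MUC5AC, whose empty-vector libraries were at the floor. The dTAD variant lay below its parent for all 18 genes.

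Within the list the changes spanned a wide range. ETV5 rose from 0.977 ± 0.242 CPM with empty vector to 342 ± 6.98 with CIC::DUX4, 431 ± 4.49 with the parent, 85.5 ± 5.94 with the dTAD variant, 462 ± 26.9997 with the E mutant, 285 ± 40.7 with ex18-ex3 and 189 ± 6.41 with CIC::LEUTX (SD, n = 3). VGF rose from 1.04 ± 0.195 CPM to 1011 ± 67.5 with CIC::DUX4, 585 ± 7.69 with the parent, 571 ± 69.3 with the E mutant, 126 ± 9.17 with CIC::LEUTX, 64.8 ± 4.61 with ex18-ex3 and 3.71 ± 0.529 with the dTAD variant (SD, n = 3). ETV1, in contrast to ETV4 and ETV5, rose by only 0.97 ± 0.21 (SE) with CIC::LEUTX but by 3.88 ± 0.16 with CIC::DUX4. CCND2 stayed within 0.24 of its empty-vector level on the log2 scale with all 6 constructs. DUSP5 was not called with the dTAD variant or ex18-ex3, and its call with CIC::DUX4 (0.39 ± 0.15, SE) was lost under 5 of the alternatives, 3 of which left out empty vector replicate 3 (0.27), CIC::DUX4 replicate 1 (0.34) or CIC::DUX4 replicate 3 (0.40). CCND2 was called higher with the parent (0.20 ± 0.07, SE), but not with library size alone (0.088), without the filter (0.17), or without empty vector replicate 1 (0.17) or parent replicate 2 (0.15).

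Most genes of the DUX4 homeodomain list were under the filter: only KDM4E (ENSG00000235268) and RFPL2 of its 11 genes passed the filter. KDM4E was called with CIC::DUX4, with 9 to 13 counts per library against 0 with empty vector, at least 3.43-fold higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 2.59e-04). With each of the other 5 constructs 0 of the tested genes were called, and adjusted over the list alone the counts were also 1 and 0. At an unadjusted p under 0.05 there was 1 gene with the dTAD variant and 0 with the other 4. Without the filter, TRIM43 was also called with the parent (4 to 11 counts) and ex18-ex3 (4 to 8 counts), and DUXA with ex18-ex3 (2 to 10 counts). RFPL2 had 14 to 28 counts with CIC::DUX4, differed from empty vector by 0.38 ± 0.44 (SE) and was not called. The 9 list genes under the filter were not detectable above 3 counts in the CIC::DUX4 libraries, and at this depth a lower level cannot be excluded.

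Of the 1327 genes raised at least 2-fold by CIC::DUX4, 1124 were also raised at least 2-fold by the parent, 753 by the E mutant, 685 by ex18-ex3, 399 by the dTAD variant and 345 by CIC::LEUTX. Their median log2 fold change was 2.49 with CIC::DUX4 itself, a value raised by the selection, 2.87 with the parent, 1.74 with the E mutant, 1.59 with ex18-ex3, 1.03 with the dTAD variant and 0.92 with CIC::LEUTX. For 451 of these genes the empty-vector libraries were at the floor. With those genes at their bound the medians were 1.86, 2.18, 1.11, 0.98, 0.54 and 0.43. In simulated unchanged groups the median was 0.017 (0 to 0.041). Under each alternative the genes raised at least 2-fold by CIC::DUX4 were selected again, so its medians may cover a different set of genes. Testing without the filter moved the parent's median most, to 3.45. With limma-trend on the deposited log2 CPM the other 4 moved most, to 1.24 (E mutant), 1.17 (ex18-ex3), 0.71 (dTAD variant) and 0.58 (CIC::LEUTX). In all 6 constructs 105 genes were raised at least 2-fold, of 2769 raised in at least 1, and 880 were raised in exactly 1. All 6 constructs lowered 13 genes at least 2-fold, of 654 lowered in at least 1. The simulated unchanged groups gave 0 shared genes in either direction.

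**Figure D3:**
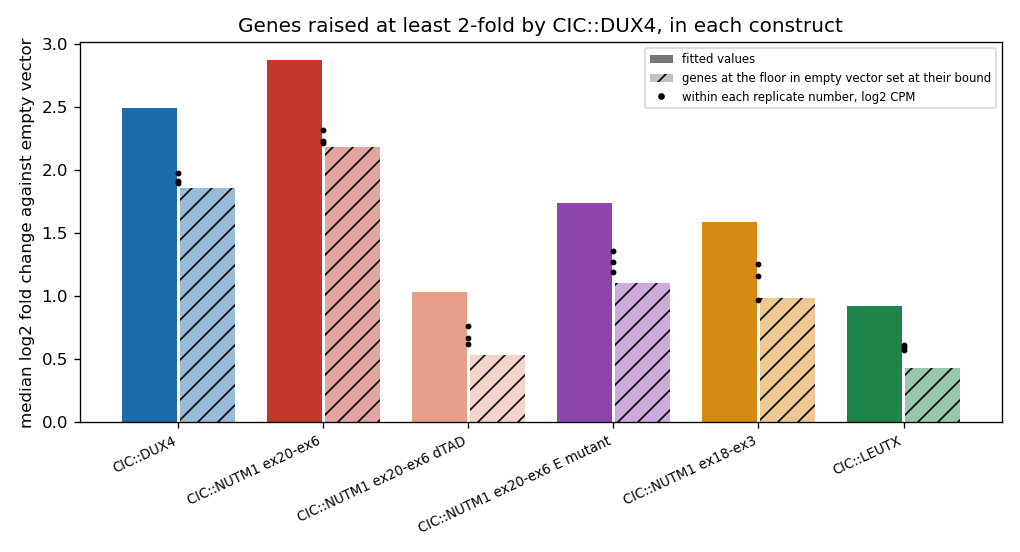
Median log2 fold change against empty vector of the 1327 genes that CIC::DUX4 raised at least 2-fold, with each construct; solid bars use fitted values, hatched bars put genes at the floor with empty vector at their lower bound, and points show the median within each of the 3 replicate numbers on the log2 CPM scale. The parent had the highest fitted median, 2.87, and CIC::LEUTX the lowest, 0.92.

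Across the 19024 genes, the fold changes with CIC::DUX4 correlated with those of the parent (r = 0.878), the E mutant (0.847), ex18-ex3 (0.7504), the dTAD variant (0.621) and CIC::LEUTX (0.589). The parent's fold changes correlated with those of ex18-ex3 (0.861), the E mutant (0.787) and the dTAD variant (0.671). Genes are not independent replicates, and the shared control libraries alone gave a median r of 0.476 (0.433 to 0.520) between simulated unchanged groups. An unchanged group and CIC::DUX4 libraries redrawn from their real means gave a median r of 0.142. Testing without the filter moved these correlations most, to 0.625 for the parent with CIC::DUX4.

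The dTAD variant differed from its parent in 6112 genes, 2856 higher and 3256 lower. With library size alone 58.1% of the called genes were higher, against 46.7% with TMM factors. At least 2-fold changes were mostly decreases, 1394 against 140 increases. All 18 CIC list genes were lower, with a median of -2.27 (limma's fry, adjusted p = 3.78e-16) and -7.30 for VGF at the far end; the call for CCND2 (-0.23) was lost without parent replicate 2 (-0.17) or dTAD variant replicate 3 (-0.20). SLC1A6 (ENSG00000105143) fell from 20.4 ± 3.25 CPM (SD, n = 3) to 0 counts, at least 118-fold lower, and RTL1 (ENSG00000254656) was at least 99.8-fold lower. INPP5D rose from 1.32 ± 0.402 to 27.1 ± 1.44 CPM (SD, n = 3), a log2 fold change of 4.35 ± 0.23 (SE), and CYP4F3 rose from 0.377 ± 0.189 to 11.9 ± 1.06 CPM (SD, n = 3), a log2 fold change of 4.94 ± 0.42 (SE).

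The E mutant differed from its parent in 6899 genes, 3287 higher and 3612 lower (47.6% higher, and 52.0% with library size alone, at 3761 higher and 3471 lower), with 235 increases and 1360 decreases of at least 2-fold. The CIC list median was -0.36 (limma's fry, adjusted p = 6.17e-08), with 1 gene higher (MUC5AC, 0.67 ± 0.16, SE) and 10 lower, and adjusted over the list alone the counts were also 1 and 10. The MUC5AC call was lost with limma-trend and with a fit of only those libraries, and that of CCNE1, 1 of the 10, under 8 alternatives, including those without parent replicate 2 (-0.16), parent replicate 3 (-0.14), or E mutant replicate 1 (-0.17), 2 (-0.16) or 3 (-0.18). ETV4, ETV5 and VGF differed from the parent by 0.0031 ± 0.074, 0.10 ± 0.08 and -0.033 ± 0.076 (SE) on the log2 scale and were not called, whereas SPRY4 fell by 1.43 and DUSP6 fell by 1.38. ETV1 differed by 0.23 ± 0.10 (SE) and was not called. ETV1 was called with library size alone (0.25), without the filter (0.24), with only those libraries (0.21) and with the replicate block (0.22). The adjusted p-values were 0.0496, 0.00104, 0.000324 and 0.0266 in that order (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.000324 to 0.230 over the alternatives). KRT20 fell from 60.4 ± 3.13 to 1.55 ± 0.318 CPM (SD, n = 3), by -5.25 ± 0.16 (SE), and AGR2 (ENSG00000106541) by -5.16 ± 0.32. SCNN1B (ENSG00000168447) rose by 3.64 ± 0.18 and ATP6V0A4 (ENSG00000105929) by 3.49 ± 0.26 (SE).

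The ex18-ex3 fusion differed from the parent in 3375 genes, 1417 higher and 1958 lower, the fewest of the 11 comparisons, with 76 increases and 748 decreases of at least 2-fold. Without parent replicate 2 the number of higher genes was 872. All 18 CIC list genes were lower, with a median of -1.27 (limma's fry, adjusted p = 2.12e-13). CES1P2 (ENSG00000260765), a pseudogene, and CNGB1 (ENSG00000070729) were at least 16.3-fold and 61.2-fold lower. HSPA6 (ENSG00000173110), which has close paralogs, rose from 0.930 ± 0.345 to 10.9 ± 2.63 CPM (SD, n = 3), a log2 fold change of 3.54 ± 0.27 (SE), and SLFN5 (ENSG00000166750) rose by 1.73 ± 0.14.

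The parent differed from CIC::DUX4 in 5866 genes, 3221 higher and 2645 lower (54.9% higher, and 39.3% with library size alone), with 779 increases and 286 decreases of at least 2-fold. The CIC list median was 0.43 (limma's fry, adjusted p = 2.14e-07), with 12 genes higher and 2, VGF and SHC4, lower. The SHC4 call was lost with limma-trend and without CIC::DUX4 replicate 1 (-0.21), CIC::DUX4 replicate 2 (-0.22) or parent replicate 3 (-0.21). SHOX (ENSG00000185960) was higher by 4.96 ± 0.37 (SE), at 11.5 ± 1.09 against 0.389 ± 0.245 CPM (SD, n = 3), and SPP1 (ENSG00000118785) by 4.21 ± 0.17 (SE). SCNN1B and the divergent transcript CRIM1-DT (ENSG00000260025) fell by 2.51 and fell by 2.35; counts of the latter are uncertain where it overlaps other genes.

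CIC::LEUTX differed from CIC::DUX4 in 4986 genes, 2309 higher and 2677 lower, with 94 increases and 998 decreases of at least 2-fold. The CIC list median was -0.90 (limma's fry, adjusted p = 1.53e-11), with 16 genes lower and CCND2 and DUSP5 not called. NFILZ was at least 218-fold lower, with at most 3 counts in a CIC::LEUTX library. AP1M2 (ENSG00000129354) fell from 87.1 ± 6.52 to 0.132 ± 0.117 CPM (SD, n = 3), by -9.28 ± 0.22 (SE). HSPA6 rose from 0.695 ± 0.231 to 6.02 ± 0.174 CPM (SD, n = 3), a log2 fold change of 3.08 ± 0.29 (SE), and CYP4F3, at no more than 15 counts, by 3.10 ± 0.78.

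**Figure D4:**
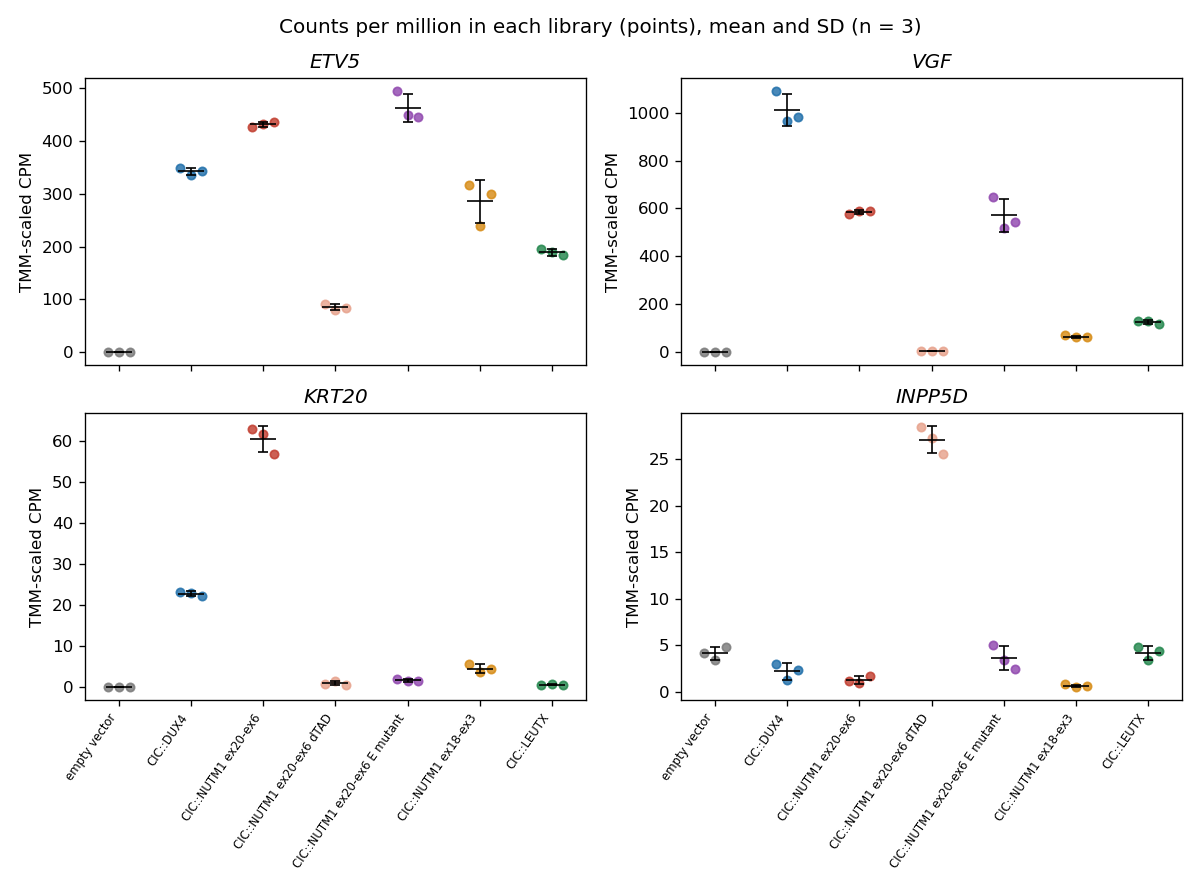
CPM with TMM factors, on the vertical axes, of ETV5, VGF, KRT20 and INPP5D in each of the 21 libraries, by group; points are libraries and bars show the mean and SD of the 3 replicates. INPP5D was at 27.1 ± 1.44 CPM (SD, n = 3) with the dTAD variant, and KRT20 at 60.4 ± 3.13 with the parent.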

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

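The comparisons, the 2 gene lists fixed in advance, the tests and the alternatives were chosen before the data were examined. The alternative that would have removed the construct genes before scaling was not run, because those genes were not analysed here. The CIC list medians kept their direction and stayed under an adjusted p of 0.05 in all 11 comparisons with every alternative run, and the camera calls all held under fry. The smallest of the direct medians shrank with only the members outside the ETV, DUSP, SPRY and SPRED families, to -0.15 for the E mutant against the parent and 0.14 for the parent against CIC::DUX4.

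Numbers of called genes stayed within 1.5 times the reported count under the other scalings, filters, tools and fits. They did not when a log2 fold change of at least 1 was required, which left 1426 genes for CIC::DUX4, 2367 for the parent, 817 for the dTAD variant, 1283 for the E mutant, 1547 for ex18-ex3 and 717 for CIC::LEUTX against empty vector. In the direct comparisons it left 1534 for the dTAD variant, 1595 for the E mutant and 824 for ex18-ex3 against the parent, 1065 for the parent against CIC::DUX4 and 1092 for CIC::LEUTX against CIC::DUX4. This follows from the construction of that setting, which drops small changes. With library size alone the genes called lower than empty vector rose to 2919 for CIC::DUX4, 6018 for the parent, 3310 for the dTAD variant, 4127 for the E mutant and 4929 for ex18-ex3. Without parent replicate 2, the genes called higher with ex18-ex3 than with the parent fell to 872. An adjusted p under 0.01 left 2162 genes for ex18-ex3 against the parent. Without the filter, DUX4 homeodomain list calls rose from 0 to 1 with the parent and from 0 to 2 with ex18-ex3, since genes of few counts then entered the test.

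Each alternative selected its own genes raised at least 2-fold by CIC::DUX4, so a move can come from a change of genes. The induced-gene medians moved with the handling of low counts. Without the filter they were 3.45 for the parent, 1.11 for the dTAD variant, 2.09 for the E mutant, 1.94 for ex18-ex3 and 0.96 for CIC::LEUTX. With the stricter filter they were 2.503, 0.92, 1.55 and 1.38 for the first 4, and with limma-trend 2.34, 0.71, 1.24, 1.17 and 0.58. Fitting only the libraries of the parent and empty vector gave 2.78 for the parent. Across the fits that each left out 1 replicate they ran from 2.82 to 3.00 (parent), 0.94 to 1.10 (dTAD variant), 1.70 to 1.94 (E mutant), 1.49 to 1.71 (ex18-ex3) and 0.86 to 1.013 (CIC::LEUTX). The causes were not tested.

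Correlations with CIC::DUX4 without the filter were 0.625 (parent), 0.469 (dTAD variant), 0.585 (E mutant), 0.537 (ex18-ex3) and 0.436 (CIC::LEUTX); with limma-trend they were 0.829, 0.538, 0.798, 0.647 and 0.549. With the stricter filter they were 0.888 (parent), 0.874 (E mutant) and 0.643 (CIC::LEUTX). Correlations with the parent without the filter were 0.471 (dTAD variant), 0.552 (E mutant) and 0.611 (ex18-ex3), with limma-trend 0.617, 0.719 and 0.819, and with the stricter filter 0.6996, 0.810 and 0.875. Across the fits that left out 1 replicate, correlations with CIC::DUX4 ran from 0.857 to 0.886 (parent), 0.567 to 0.657 (dTAD variant), 0.817 to 0.858 (E mutant), 0.726 to 0.7700 (ex18-ex3) and 0.525 to 0.629 (CIC::LEUTX). Those with the parent ran from 0.612 to 0.698 (dTAD variant), 0.755 to 0.802 (E mutant) and 0.838 to 0.871 (ex18-ex3). The cause was not tested.

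Of the 241 results for single genes, 25 changed under at least 1 alternative: 14 lost a call only, 2 gained one only, and 9 changed sign, of which 0 were called as reported. With library size alone the sign changed for DUSP5 with the dTAD variant (-0.028), CCND2 with the E mutant (-0.024) and CCNE1 with ex18-ex3 (-0.033), each against empty vector, and for CCNE1 in the parent against CIC::DUX4 (-0.027). ETV4 in the E mutant against the parent, reported at 0.0031, was -0.0145 with DESeq2's size factors, -0.0056 with the stricter filter, -0.0147 with DESeq2's Wald test and -0.012 with a fit of only those libraries.

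Over the fits that left out 1 replicate, results that changed sign ran from -0.067 to 0.028 for CCND2 with CIC::DUX4, -0.086 to 0.115 for DUSP5 with the dTAD variant and -0.058 to 0.0054 for CCND2 with the dTAD variant, each against empty vector. In the E mutant against the parent they ran from -0.048 to 0.029 for ETV4 and -0.137 to 0.031 for VGF. CCNE1 in the parent against CIC::DUX4 ran from -0.010 to 0.114, and CCND2 in CIC::LEUTX against CIC::DUX4 from -0.106 to 0.013. The causes were not tested.

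Further calls rested on single libraries. PHLDA1 against empty vector was lost with the E mutant, ex18-ex3 and CIC::LEUTX without empty vector replicate 1 (0.43, 0.47 and 0.52), with the E mutant also without empty vector replicate 2 (0.53) or E mutant replicate 2 (0.49) and with library size alone (0.46), and with ex18-ex3 also without ex18-ex3 replicate 3 (0.52). MUC5AC with CIC::LEUTX was called without CIC::LEUTX replicate 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0300; 0.0210 to 0.3803 over the alternatives) and under 3 other alternatives. CCND2 in the parent against CIC::DUX4 was lost without CIC::DUX4 replicate 1 (0.17) or parent replicate 2 (0.17) and with library size alone (0.16). In CIC::LEUTX against CIC::DUX4, SPRED1 was lost without CIC::DUX4 replicate 2 (-0.18), CIC::LEUTX replicate 2 (-0.20) or CIC::LEUTX replicate 3 (-0.15), SPRED2 without CIC::LEUTX replicate 2 (-0.19) and CCNE1 without CIC::DUX4 replicate 1 (-0.18).

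With the replicate number as a block, 325 of the 326 results kept their direction and call, or for a count stayed within 1.5 times. The exception was ETV1 in the E mutant against the parent (0.22; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0266; 0.000324 to 0.230 over the alternatives), which was also called with library size alone, without the filter and with a fit of only those libraries. The block changed no other call among the genes named and the gene lists. Across all genes more were called in each of the 11 comparisons. The block gave 5031 in place of 4730 for CIC::DUX4 against empty vector (4711 shared) and 3678 in place of 3375 for ex18-ex3 against the parent (3368 shared). Depth limits the results of low counts: KDM4E reached 13 counts and ABCB11 36 counts in their highest library.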

Other observations

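The tests of the mitochondrial share against the replicate number, of the KDM4E counts, and both tests of genes raised by the dTAD variant against its parent were chosen only after the result was seen, as were the p53 and heat-shock lists. Of the tests planned earlier, the decision rules of 5 kinds were also altered after their first values were seen: the comparison of raised genes called above the reference construct, the heat-shock test of ex18-ex3, both tests of the E mutant against CIC::DUX4, and the matched-list test of the CIC genes with the E mutant. The libraries redrawn at a reduced level of the reference pattern were added after the counts set against them were seen, and the decision rule of the first dTAD test was altered after that. The genes singled out here beyond the naming rule were chosen after their values were seen.

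For each of the 11 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, and 1 of the 10 splits gave a CIC list median as far from 0. With 3 libraries against 3 the share cannot go under 0.1, so this count cannot exclude an accidental arrangement. The most genes called in any other split was 0, except 1 for the dTAD variant against its parent, and the farthest list median of any other split ran from 0.19 to 0.96 in size. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes. The other 3 exchange the groups of 1 replicate number.

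The dTAD variant, the E mutant and ex18-ex3 raised the CIC::DUX4-induced genes less than the parent did, and CIC::LEUTX raised them less than CIC::DUX4 did. A smaller share of expressing cells would scale the excess over empty vector by 1 fraction for all genes. Ratios of excess under 0.05 were set at 0.05. The interquartile range of the log2 ratio of excess was then 2.62 for the dTAD variant and 2.32 for the E mutant. It was 2.11 for ex18-ex3 and 3.09 for CIC::LEUTX. In libraries simulated with 1 fraction it was at most 0.775, 0.494, 0.515 and 0.838 in that order. This argues against a smaller share of expressing cells as the whole cause. The 25th percentile of the ratio was 0.0326 for the dTAD variant and 0.0225 for CIC::LEUTX, so their ranges are lower limits. If responses only rise with activity, a lower level of the same construct activity would leave no gene above the reference beyond false discoveries. With the E mutant 91 of 1124 reference-raised genes were called higher than with the parent, 52 of them at least 2-fold (89 with DESeq2's size factors, 96 with library size alone). That is over the 37.8 false calls allowed, which argues against a lower level of the same construct activity under that condition. Each of 20 sets of libraries redrawn at a reduced level of the reference pattern gave 0. Those sets lowered every gene by 1 fraction, so they left little room for higher calls and add little. With the dTAD variant 3 of 1124 were called higher and 900 lower, with ex18-ex3 9 were higher and 664 lower, and with CIC::LEUTX 14 of 1327 were higher and 939 lower. These counts exceed the 0 of the redrawn sets but not the 45.2, 33.6 and 47.6 false calls allowed. For these genes a lower level of the same construct activity cannot be told apart from a difference between the proteins. The genes were chosen as raised by the reference libraries they were then compared with, and the allowance grows with the number called lower. The amount of construct RNA or protein was not analysed here.

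The E mutant was nearer to CIC::DUX4 than to its parent, with 4689 genes called against CIC::DUX4 and 6899 against the parent, and 725 against 1595 of at least 2-fold. A plain attenuation of the parent pattern would lower the 223 genes called higher with the parent than with empty vector and higher again with CIC::DUX4. Of these, 67 were called higher with the E mutant than with the parent and 61 lower (65 and 67 of 226 with DESeq2's size factors, 75 and 71 of 253 with library size alone). In the 20 redrawn sets, where the E mutant was an attenuated parent and the same selection gave 237 to 277 genes, 0 were called higher and 161 to 191 lower. This argues against attenuation as the whole cause. As first written, the prediction asked for more higher than lower calls, which held under 2 of the 3 scalings. A move towards the CIC::DUX4 pattern cannot be told apart from a separate change, because those genes went both ways.

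The dTAD variant also raised genes that its parent did not. A first test counted the genes raised at least 2-fold by the dTAD variant and called lower with the parent, both against empty vector: there were 5 of 658, namely INPP5D, CDKN1A, TP53I3, GDF15 and NECTIN4, and the count was also 5 under both other scalings. Each redrawn set gave 0, but there every gene lay between empty vector and the parent, so only noise could have given such a gene. With the parent's test adjusted over the 658 genes alone, 5 were again called lower. If responses keep 1 direction, this argues against a lower level of the same construct activity as the cause for these genes. That also holds when INPP5D is set aside, but CDKN1A, TP53I3 and GDF15 are p53 targets and may share 1 response. The rule first used, 32.9 false calls allowed among the raised genes, had left this explanation open, but that rule does not count the call with the parent. The dTAD, ex18-ex3 and CIC::LEUTX counts above the reference were left open under such an allowance, although they too exceeded the redrawn sets. The verdicts therefore rest on different rules. INPP5D, at 4.18 ± 0.693 CPM with empty vector, 1.32 ± 0.402 with the parent and 27.1 ± 1.44 with the dTAD variant (SD, n = 3), was the gene that prompted the test. After that result a second, wider test counted the genes raised at least 2-fold over empty vector and also called higher than with the parent. It found 73 (67 with DESeq2's size factors, 65 with library size alone), 43 of them at least 2-fold over both. The false calls allowed were 32.9, and the redrawn sets gave at most 3. A lower level of the same construct activity does not predict this count where responses keep 1 direction. Because both tests were chosen after such genes had been seen, a gain of targets by the dTAD variant may be read from it only as a hypothesis. Of the 73 genes, 6 were raised at least 2-fold by the parent too and 6 belong to the p53 genes described next. A response that falls again at high activity was not tested. By the other constructs, 20 were raised at least 2-fold by the E mutant and 21 by CIC::LEUTX, against 8 by ex18-ex3 and 9 by CIC::DUX4.

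Among the genes higher with the dTAD variant than with the parent were the p53 targets CDKN1A, TP53I3, EDA2R, DDB2 and SPATA18. The 25 other p53 targets moved together: their median was 0.52, at percentile 100 of 10000 random lists matched on expression, with 19 called higher and 1 lower (limma's fry, adjusted p = 7.50e-09 over the 3 list tests of this kind). GDF15, 1 of the 25, changed more (2.72) than the 5 genes seen first, and without it the median was 0.46, again at percentile 100. With all 25 the median was 0.50 with DESeq2's size factors and 0.57 with library size alone, and 0.49, 0.45 and 0.45 within the replicate numbers. After the trend with GC content and length was removed, which 96.3% of the tested genes had values for, the median was 0.49 and the percentile again 100, which argues against such a bias as the whole cause. Against empty vector the median was 0.47 with the dTAD variant, 0.28 with the E mutant, 0.18 with CIC::LEUTX, 0.10 with ex18-ex3, -0.05 with the parent and -0.10 with CIC::DUX4, at percentiles 100, 100, 99.8, 94.6, 48.6 and 6.73. The genes seen first thus rose together with other p53 target genes, as a shared change would predict. Whether p53 itself was involved was not tested. Nor was it tested whether the change follows from the construct, from plasmid dose or from stress of transfection.

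HSPA6 was higher with ex18-ex3 than with the parent and with CIC::LEUTX than with CIC::DUX4. Its level was 0.515 ± 0.314 CPM with empty vector, 2.30 ± 0.416 with the dTAD variant and 2.84 ± 0.262 with the E mutant (SD, n = 3). Of the 16 other heat-shock genes 15 were tested. For CIC::LEUTX against CIC::DUX4 their median was 0.26, at percentile 100 of matched random lists, with 10 called higher and 1 lower (limma's fry, adjusted p = 7.50e-09), and 0.24 under both other scalings. A shared heat-shock response may thus account for HSPA6 there. For ex18-ex3 against the parent the median was -0.024, at percentile 4.98, with 3 higher and 3 lower (limma's fry, adjusted p = 0.0983). Higher were DNAJB1 (0.73), HSPA1B (0.47) and HSPH1 (0.17), so HSPA6 did not rise alone. Lower were HSPA4L (-0.30), DNAJB4 (-0.25) and AHSA1 (-0.13). Because the list went both ways, whether a shared heat-shock response accounts for HSPA6 there cannot be decided. Both ex18-ex3 and the parent had 13 of the 15 genes called higher than empty vector, with medians of 0.39 and 0.35.

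The share of mitochondrially encoded transcripts rose with the replicate number. Its mean over the 7 groups was 1.66%, 2.26% and 2.87% for replicates 1, 2 and 3. Replicate 3 was above replicate 1 in 7 of 7 groups, and 5 groups had the order 1, 2, 3. The size of the difference, replicate 3 minus replicate 1, was tested by shuffling the numbers within groups (exact one-sided permutation p = 1.79e-05 over 279936 arrangements). Replicate 3 had more counts than replicate 1 in 3 of 7 groups, which argues against library size as the cause. The transfection day may be the source, but it cannot be told apart from any other step done by replicate number. The block for the replicate number changed the call, or a count by over 1.5 times, for 1 of 326 results.

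The CIC list genes fell less from the parent to the E mutant than most matched genes. Over the 15 list genes that the parent raised at least 2-fold the median was -0.58, at percentile 97.84 of random lists of parent-raised genes matched on fold change and expression (-2.43 to -0.67 for the central 95%). That lies just outside the central 95% but inside a limit adjusted for the 3 comparisons made, so the level and size of induction cannot be told apart from a list-specific effect. For the dTAD variant and ex18-ex3 the percentiles were 41.19 and 90.91, with medians of -2.90 and -1.45, so the list fell as matched genes did.

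KDM4E reached 9 to 13 counts with CIC::DUX4. Activation of the DUX4 homeodomain target genes would raise the others, but 0 of the 9 other untested list genes were above 3 counts in any CIC::DUX4 library. Their summed counts were 11 with CIC::DUX4 and 1 with empty vector, and 33 with the parent and 44 with ex18-ex3, which carry no DUX4 part. The counts are too few to decide.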
